# Comparative evaluation for the globin gene depletion methods for mRNA sequencing using the whole blood-derived total RNAs

**DOI:** 10.1186/s12864-020-07304-4

**Published:** 2020-12-11

**Authors:** Jin Sung Jang, Brianna Berg, Eileen Holicky, Bruce Eckloff, Mark Mutawe, Minerva M. Carrasquillo, Nilüfer Ertekin-Taner, Julie M. Cuninngham

**Keywords:** mRNA-Seq, Globin gene depletion, rRNA, Whole blood

## Abstract

**Background:**

There are challenges in generating mRNA-Seq data from whole-blood derived RNA as globin gene and rRNA are frequent contaminants. Given the abundance of erythrocytes in whole blood, globin genes comprise some 80% or more of the total RNA. Therefore, depletion of globin gene RNA and rRNA are critical steps required to have adequate coverage of reads mapping to the reference transcripts and thus reduce the total cost of sequencing. In this study, we directly compared the performance of probe hybridization (GLOBINClear Kit and Globin-Zero Gold rRNA Removal Kit) and RNAse-H enzymatic depletion (NEBNext® Globin & rRNA Depletion Kit and Ribo-Zero Plus rRNA Depletion Kit) methods from 1 μg of whole blood-derived RNA on mRNA-Seq profiling. All RNA samples were treated with DNaseI for additional cleanup before the depletion step and were processed for poly-A selection for library generation.

**Results:**

Probe hybridization revealed a better overall performance than the RNAse-H enzymatic depletion method, detecting a higher number of genes and transcripts without 3′ region bias. After depletion, samples treated with probe hybridization showed globin genes at 0.5% (±0.6%) of the total mapped reads; the RNAse-H enzymatic depletion had 3.2% (±3.8%). Probe hybridization showed more junction reads and transcripts compared with RNAse-H enzymatic depletion and also had a higher correlation (R > 0.9) than RNAse-H enzymatic depletion (R > 0.85).

**Conclusion:**

In this study, our results showed that 1 μg of high-quality RNA from whole blood could be routinely used for transcriptional profiling analysis studies with globin gene and rRNA depletion pre-processing. We also demonstrated that the probe hybridization depletion method is better suited to mRNA sequencing analysis with minimal effect on RNA quality during depletion procedures.

## Background

Transcriptome profiling of peripheral whole blood samples is highly desirable for biological research, drug discovery, diagnostic testing, and developing biomarkers in clinical settings [1–4]. While microarray technologies have widely been used for such investigations [4], RNA sequencing (RNA-Seq) technology provides higher sensitivity and more complete transcriptome data. RNA-Seq data enables the investigation of novel gene expression levels, alternative splicing events, and fusion genes, all of which may be associated with disease progress, status, treatment, and underlying molecular mechanisms of disease [5–7].

Total RNA from whole blood contains a large portion of globin genes, which originate from red blood cells and accounts for 80–90% of total transcripts [4]. Previous reports revealed that the presence of globin genes may affect the quality and accuracy of gene expression profiling in microarray [8], SAGE [9], and RNA-Seq [10] analyses, particularly for those genes with lower expression levels. Thus, globin gene depletion is an essential step to obtain accurate data for transcriptome analysis. For transcriptome profiling performs in whole blood, most kits for total RNA-Seq include both rRNA and globin gene depletion steps before generating the first-strand cDNA. However, we observed significant globin and rRNA gene reads in some whole transcriptome analyses of whole blood derived total RNA, suggesting that the depletion methods may be improved. mRNA library preparation kits do not include rRNA or globin depletion as selection of poly-A+ RNA enriches for protein-coding genes and overall it is a more cost-effective and sensitive approach for gene quantification and their biological function and roles when this is the primary research goal [11]. For this reason, we used stranded mRNA-Seq to evaluate globin gene removal to assess the quality of globin-depleted RNA to quantify gene expression. The evaluation will inform RNA preparation for mRNA sequencing applications.

In this study, we evaluated two methods for globin gene removal, probe hybridization and RNase H-based enzymatic digestion. The data generated from four commercially available kits were analyzed for performance on mRNA-Seq for whole blood-derived RNA transcriptome. Our results provide information on which of the globin gene removal kit is most suitable for mRNA-Seq data analysis from whole blood samples.

## Results

Figure 1 shows the overall workflow of this study. Globin-depleted total RNA samples were checked for quality on a BioAnalyser 2100 high sensitivity DNA chip for all kits. The GLOBINClear Kit (GLOBINClear) yielded both 18 s and 28 s rRNA peak with RIN > 7.5 (Fig. 2a), while the other three kits had no rRNA peaks (Fig. 2b-d). As the GLOBINClear depleted only globin genes through probe hybridization, RNA amounts recovered were between 150 ng–200 ng, whereas the other three kits that remove both globin genes and rRNA yields were too low (less than 2 ng/ul) to be measured by Qubit. Based on the RNA peaks from the electropherogram profile in the two enzymatic depletion kits, the NEBNext® Globin & rRNA Depletion Kit (NEBgr) recovered more RNA than Ribo-Zero Plus rRNA Depletion Kit (RZr) (Fig. 2b); however, the RZr had a larger size of RNA than NEBgr (Fig. 2c). For Globin-Zero Gold rRNA Removal Kit (GZr), a probe hybridization method, RNA content could not be determined by the electropherogram profile (Fig. 2d).

**Fig. 1:**
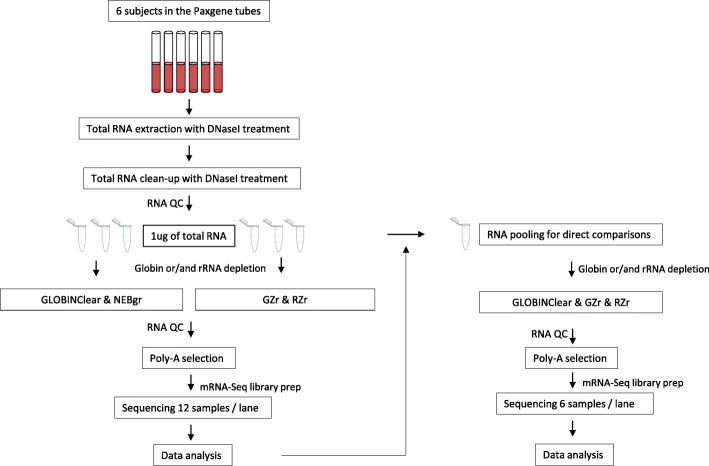
The overall experimental design is shown. Total RNA was extracted from six samples collected in Paxgene Blood Tubes and treated with DNaseI. Technical replicates of 1μg of each sample underwent depletion with one of the four kits and sequenced using the poly-A+ selection protocols. NEBgr, NEBNext® Globin & rRNA Depletion Kit; RZr, Ribo-Zero Plus rRNA Depletion Kit; GZr, Globin-Zero Gold rRNA Removal Kit

**Fig. 2:**
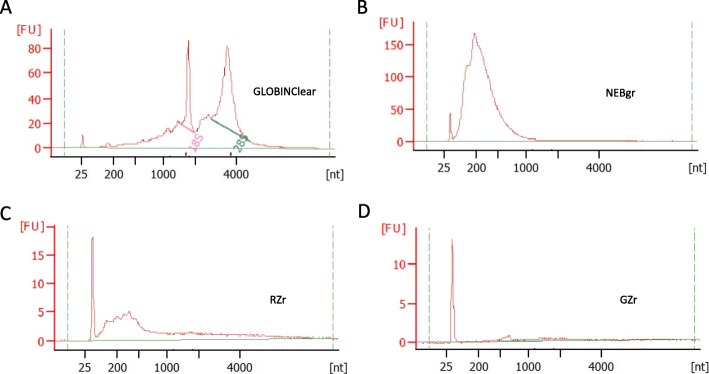
Depleted RNA QC. Total RNA depleted by the four different kits were analyzed using a Bioanalyzer 2100 High sensitivity DNA chip. **a** GLOBINClear Kit, **b** NEBgr (NEBNext® Globin & rRNA Depletion Kit), **c** RZr (Ribo-Zero Plus rRNA Depletion Kit), **d** GZr (Globin-Zero Gold rRNA Removal Kit)

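In the first dataset, 12 stranded mRNA-Seq libraries were made from the whole-blood RNA of 6 volunteers, with 3 libraries per kit. GLOBINClear and NEBgr were used on the same 3 RNA samples, and RZr and GZr on the other 3, so that libraries of one replicate number within either pair of kits came from one RNA sample. A difference between a kit of the first pair and a kit of the second is also a difference between volunteers. GLOBINClear and GZr capture their targets with biotinylated oligonucleotides and streptavidin beads (probe hybridization), whereas NEBgr and RZr digest them with RNase H (enzymatic depletion). The authors aligned the reads with STAR 2.6.1d to hg38 and deposited the expected counts that the Partek E/M algorithm assigned to each gene and transcript of Ensembl release 92, without normalization. These counts need not be whole, because the algorithm divides a read among the genes or transcripts it fits. The counts on genes per library ranged from 23565172 to 25076301 (median 23569574) for GLOBINClear, from 22596426 to 32008316 (median 29970485) for NEBgr, from 25093949 to 31420589 (median 25552076) for RZr and from 18330115 to 22152670 (median 21020216) for GZr. Shares were computed as percentages of the total count on genes, whereas the paper reports percentages of all mapped reads. Kits were compared with exact permutation tests in place of the one-way ANOVA of the paper. All tests were two-sided. Where a share of a single library is given, its 95% Wilson interval covers counting error only, since PCR copies are not independent molecules.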

The libraries generated from the four kits were sequenced to evaluate performance, particularly the efficiency of the globin gene depletion, using stranded mRNA-Seq with poly-A+ selection and sequencing data are summarized in Table 1. The average number of reads mapped to the genome averaged 30 million (M) reads (22 M–38 M), with exon reads at 84.5% (82.2–86.7%) from total mapped reads across all 12 samples (Table 1). 

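Counts on 10 globin genes (HBA1, HBA2, HBB, HBD, HBG1, HBG2, HBE1, HBM, HBQ1 and HBZ) made up 6.83% ± 2.47 (SD, n = 3) of the total count in the NEBgr libraries. The share was 0.771% ± 0.846 (SD, n = 3) in GLOBINClear, 0.242% ± 0.349 (SD, n = 3) in GZr and 0.0136% ± 0.00501 (SD, n = 3) in RZr. NEBgr exceeded the mean of the other 9 libraries by 6.49 percentage points, and its lowest library (4.12%, 95% CI 4.12 to 4.13) lay above the highest of the others (exact permutation test, p = 0.00455, the smallest that 3 libraries against 9 allow). Compared pairwise, 3 libraries against 3 cannot give an exact p below 0.1; NEBgr reached that value against each other kit, while GLOBINClear and GZr overlapped (exact permutation test, p = 0.5). One GLOBINClear library, replicate 2, held 1.75% globin (95% CI 1.74 to 1.75), and without it the mean of the kit was 0.283%. Likewise, GZr replicate 3 held 0.644% (95% CI 0.640 to 0.648), and without it the mean of GZr was 0.0402%. Of the alternatives, leaving out NEBgr replicate 3 moved the excess of NEBgr most, to 7.84 percentage points. HBA2 alone made up 4.12% ± 1.67 (SD, n = 3) of the NEBgr counts, HBB 1.61% ± 0.638 and HBA1 1.09% ± 0.523. HBA1 and HBA2 encode near-identical mRNAs, so the division of reads between them is uncertain. HBG1 and HBG2 overlap AC104389.5, which is not among the 10 genes, so reads assigned to it are missing from these shares. HBB (chromosome 11 of hg38, from 5225464 to 5229396) was higher in NEBgr than in GLOBINClear by a log2 fold change of 3.43 (standard error 0.81, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the RNA sample as a block, this became 3.96 (adjusted p = 2.92e-07 from the same test), and over all 11 alternatives the adjusted p ranged from 2.92e-07 to 0.295.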

The proportion of globin mRNA was significantly higher (*p* < 0.05) in the NEBgr with 6.3% (±2.3%), while the other three kits were below 1% (Fig. 3a). All four kits showed successful removal of most rRNA with < 1% from the total mapped reads (Fig. 3b). 

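Counts on the 5 rRNA genes in the tables (MT-RNR1, MT-RNR2, RNA5-8S5, RNA5-8SN3 and RNA5-8SN4) made up 0.529% ± 0.114 (SD, n = 3) of the total in GLOBINClear, 0.0271% ± 0.0070 in NEBgr, 0.00661% ± 0.00333 in GZr and 0.000247% ± 4.97e-05 in RZr. The kits differed by more than the spread between replicates (exact permutation test of the F statistic, p = 6.49e-05, the smallest that the 15400 partitions allow). In GLOBINClear, the mitochondrial genes MT-RNR1 and MT-RNR2 held 99.8% of the rRNA counts. Cytoplasmic 18S and 28S rRNA was not analysed here, so the shares describe mitochondrial rRNA above all. MT-RNR2 (mitochondrial genome, from 1671 to 3230) had 101099 counts on average in GLOBINClear and 5975 in NEBgr, a log2 fold change of -4.17 (standard error 0.29, adjusted p = 0.00377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between RZr and GZr, which were used on the other RNA samples, its log2 fold change was -4.71 (standard error 0.47, adjusted p = 0.000999 from edgeR's test). Of the alternatives, the mapped reads of the paper's tables as the denominator moved the difference between GLOBINClear and the other kits most, from 0.518 to 0.420 percentage points.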

The total junction reads were significantly higher in the probe hybridization depletion method GLOBINClear and GZr (37–40% from total mapped reads, *p* < 0.01) than enzymatic methods NEBgr and RZrs (25–36%, Fig. 3c). In addition, the gene body coverage plot showed that the probe hybridization method covered the entire gene body uniformly. In contrast, the enzymatic removal methods revealed skewed expression to the 3′ region of genes, indicating that RNA degradation likely occurred during the depletion step (Fig. 4).

**Table 1:**
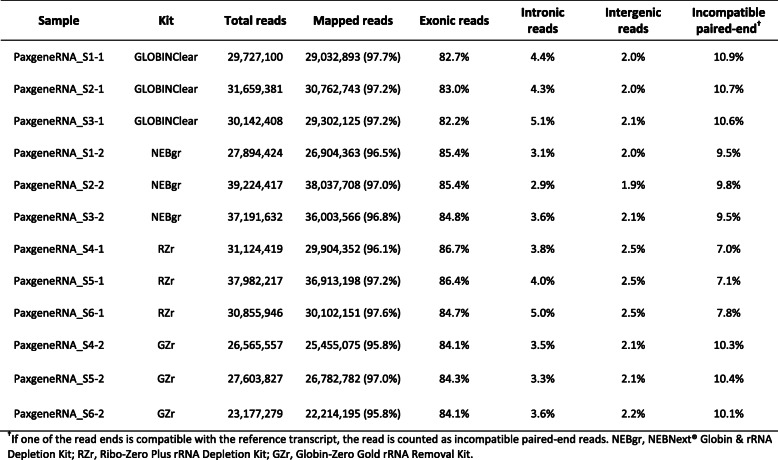
mRNA Sequencing data summary

**Fig. 3:**
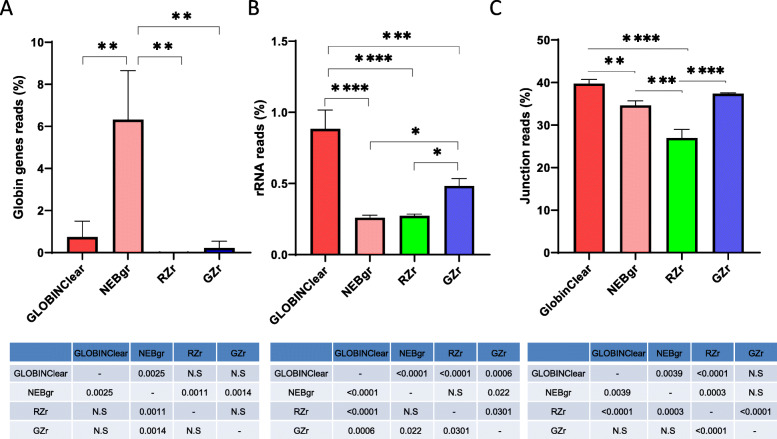
Comparison of globin gene, rRNA depletion, and junction reads across protocols. **a** Percentage of globin gene contamination in the total mapped reads, **b** Percentage of rRNA contamination in the total mapped reads, **c** Percentage of junction reads in the total mapped reads. Data are means of triplicate samples from each kit ± SD. *; *p* < 0.05, **; *p* < 0.01, ***;*p* < 0.001, ****;*p* < 0.0001. NEBgr, NEBNext® Globin & rRNA Depletion Kit; RZr, Ribo-Zero Plus rRNA Depletion Kit; GZr, Globin-Zero Gold rRNA Removal Kit; N. S, not significant

**Fig. 4:**
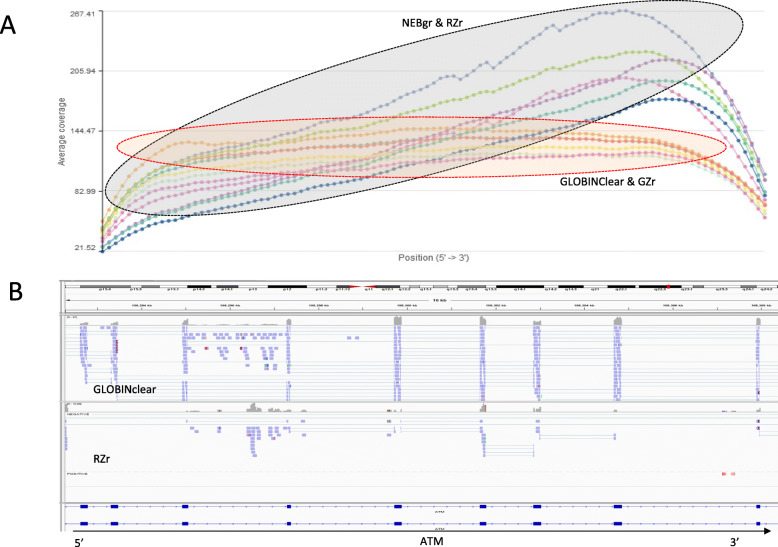
RNase-H based depletion method affected RNA quality. **a** Coverage summary plots among the four protocols. The probe hybridization method covered the entire gene body uniformly. However, the enzymatic removal method revealed skewing to 3′ region of genes. The gene body coverage plot shows samples shown as dotted lines, normalized genomic position on the horizontal axis (5′ to 3′ region of genes) and average coverage on the vertical axis. **b** Representative screenshot in the long transcript between two different depletion methods. GLOBINClear Kit covered more reads in the middle of the gene than Ribo-Zero Plus Kit. From exon 11 to 19 of the ATM gene were visualized on the IGV. NEBgr, NEBNext® Globin & rRNA Depletion Kit; RZr, Ribo-Zero Plus rRNA Depletion Kit; GZr, Globin-Zero Gold rRNA Removal Kit

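Position along a gene is not part of a count table, so only the total on ATM was computed. ATM, listed with the identifier ENSG00000149311, lies on chromosome 11 of hg38 from 108222484 to 108369103 and overlaps C11orf65 and NPAT, whose reads the expected counts could share. In the individual RNA samples it had 2724 ± 563 counts (SD, n = 3) in GLOBINClear and 3002 ± 1379 (SD, n = 3) in RZr, or 113 ± 22.7 and 108 ± 42.9 CPM (counts scaled to the total on genes). These kits were used on different RNA samples, and the means differ by less than the spread of either kit. Against the kit used on the same RNA samples, the log2 fold change of ATM was -0.30 (standard error 0.14) in NEBgr compared with GLOBINClear and -0.48 (standard error 0.38) in RZr compared with GZr, with adjusted p-values of 0.373 and 0.478 from edgeR's quasi-likelihood test. With the RNA sample as a block, the adjusted p-values of edgeR's test were 0.000604 and 0.0166. A fit without 1 library breaks the pairing by RNA sample. The log2 fold change of RZr was then -0.22 without RZr replicate 3, -0.32 without GZr replicate 1 and -0.76 without GZr replicate 3. Within each RNA sample ATM was lower in RZr than in GZr, at 134 against 205, 131 against 211 and 58.3 against 87.9 CPM. Replicate 3 was low in ATM in both kits, so these moves do not show that the difference rests on single libraries. Over all 12 alternatives of each comparison, the adjusted p ranged from 0.000604 to 0.743 for NEBgr and from 0.0166 to 0.824 for RZr.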

Next, NEBgr was excluded from the second analysis because of the significant quantity of transcripts from globin genes remaining in the total reads. To permit direct comparison analysis among the kits, we made one RNA pool from six samples and performed depletion procedures with three kits. These samples were sequenced with average 56 M - 72 M reads mapping to the genome, exon reads were similar to those in the first dataset (81.8–86.3%, Table 2), and globin mRNA contamination rates were below 0.5% (Fig. 5a). 

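The second dataset holds 6 libraries of this single RNA pool, 2 each for GLOBINClear, RZr and GZr, which are technical replicates of depletion and library preparation, not of volunteers. The legends of Figs. 5 and 6 speak of triplicates, whereas Table 2 lists 2 libraries per kit, as analysed here. Total counts on genes were 49144102 and 50270860 in GLOBINClear, 52261391 and 47074655 in RZr and 59910003 and 53374223 in GZr, made by the authors as for the first dataset. With 2 libraries per kit, an exact permutation test over the 15 partitions of 6 libraries cannot give a p below 0.0667.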

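In the RNA pool, 9 globin genes were listed, and their counts made up 0.328% ± 0.000678 (SD, n = 2) of the total in GLOBINClear, 0.0407% ± 0.00846 (SD, n = 2) in GZr and 0.0119% ± 0.00571 (SD, n = 2) in RZr. Both GLOBINClear libraries lay above both libraries of each other kit, and both GZr libraries above both RZr libraries (exact permutation test of the F statistic over the kits, p = 0.0667, the smallest possible). The mean of RZr depends on replicate 2, without which it is the value of replicate 1, as replicate 1 held 0.00786% (95% CI 0.00762 to 0.00810) and replicate 2 held 0.0159% (95% CI 0.0156 to 0.0163). With HBA1, HBA2 and HBB only, the share fell to 0.165% in GLOBINClear, where HBG2 alone held 0.146% ± 0.00195 (SD, n = 2). The globin genes counted here leave out AC104389.5, which overlaps HBG1 and HBG2. It had 50542 counts on average in GLOBINClear (1017 CPM) and 15.7 in RZr. The expected counts could divide reads of HBG1 and HBG2 with it, so the globin and HBG2 shares of GLOBINClear may be too low.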

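Counts on the same 5 rRNA genes as in the individual RNA samples made up 0.661% ± 0.000861 (SD, n = 2) of the total in the GLOBINClear libraries of the RNA pool, compared with 0.00473% ± 0.000482 (SD, n = 2) in GZr and 0.000296% ± 7.64e-06 (SD, n = 2) in RZr. GLOBINClear exceeded the mean of the other 4 libraries by 0.659 percentage points (exact permutation test of the F statistic over the kits, p = 0.0667, the smallest that 2 libraries per kit allow). MT-RNR2 had 257016 counts on average in GLOBINClear, 2093 in GZr and 105 in RZr. Its log2 fold change against GLOBINClear was -7.37 in GZr (standard error 0.09, adjusted p = 2.89e-12) and -11.28 in RZr (standard error 0.11, adjusted p = 5.54e-13), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MT-RNR1 and MT-RNR2 held 99.1% of the rRNA counts of GLOBINClear.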

The rRNA reads were significantly higher in the GLOBINClear (*p < 0.0001*) but still below 2% from the total mapped reads (Fig. 5b). As observed in the first data set, the probe hybridization method yielded more junction reads (38–39%) than enzymatic removal methods (31–32%, Fig. 5c).

**Table 2:**
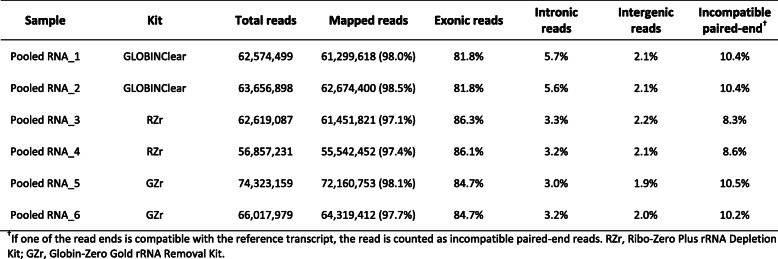
mRNA Sequencing data summary for the second set

**Fig. 5:**
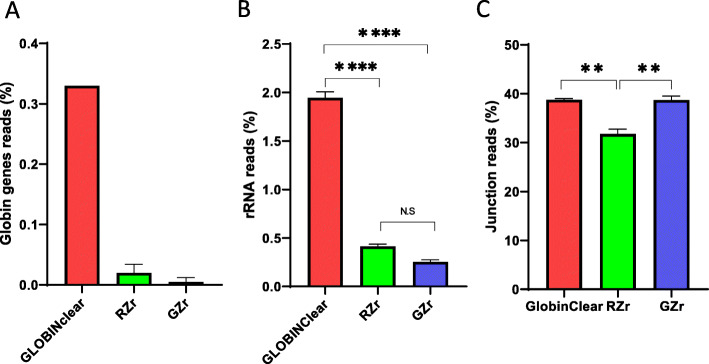
Comparison of globin gene, rRNA depletion, and junction reads among three kits. **a** Percentage of globin gene contamination in the total mapped reads, **b** Percentage of rRNA contamination in the total mapped reads, **c** Percentage of junction reads in the total mapped reads. Data are means of triplicate samples from each kit ± SD. **; *p* < 0.01, ****;*p* < 0.0001. RZr, Ribo-Zero Plus rRNA Depletion Kit; GZr, Globin-Zero Gold rRNA Removal Kit

For direct comparison, the data were normalized with FPKM and transformed as log_2_ values to determine the sensitivity of each kit. At the gene level, the detected number of genes was not significantly different among the kits; GLOBINClear, 22,228 genes; RZr, 21,736 genes; GZr, 21,766 genes (Fig. 6a). However, at the transcript level, significantly more transcripts were detected in the GLOBINClear (85,979), with 78,526 transcripts observed in the RZr, and 82,669 transcripts in the GZr (Fig. 6b). 

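With more than 1 read as the limit of detection, as on the axis of Fig. 6a, 21603 ± 76.4 genes (SD, n = 2) were detected in GLOBINClear, 21290 ± 173 (SD, n = 2) in GZr and 21123.5 ± 95.5 (SD, n = 2) in RZr, of the 22758 genes in the table. Both GLOBINClear libraries (21657 and 21549 genes) lay above the other 4, of which the highest had 21412, whereas RZr and GZr overlapped. The exact permutation test of the F statistic gave p = 0.133, in a design that cannot go below 0.0667. GLOBINClear exceeded RZr by 479.5 genes. The table holds no gene with fewer than 10 counts over the 6 libraries, so genes below that total do not enter. The limit of detection moved the numbers most: with at least 10 reads, 17956 genes were detected in GLOBINClear, 18222 in GZr and 17709 in RZr, which puts GZr first, as did a limit of 0.1 CPM.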

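By the same limit, 79820 ± 70.7 transcripts (SD, n = 2) were detected in GLOBINClear, 74292 ± 1584 (SD, n = 2) in GZr and 69677.5 ± 1317 (SD, n = 2) in RZr. Every GLOBINClear library exceeded every GZr library, and every GZr library every RZr library (exact permutation test of the F statistic, p = 0.0667, the smallest possible). GLOBINClear exceeded RZr by 10142.5 transcripts, and by 4189 with more than 0 reads as the limit. After the counts were thinned at random to the smallest total of 47062991, the means were 78245 in GLOBINClear, 72354 in GZr and 67587.5 in RZr, in the same order. The number of reads required moved the values most, to 59781.5, 57816 and 50833 transcripts with at least 10 reads.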

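For the correlation, FPKM was recomputed from the expected counts with gene lengths of GENCODE release 44, since the deposited tables hold counts. Then log2(FPKM + 1) was compared across 22519 genes with more than 1 read in at least 1 library of the pool. This number exceeds the 22494 genes of the pool counted as having a length in that release, a difference that was not resolved. Pearson's r over the 4 library pairs of each combination of kits ranged from 0.972 to 0.975 for GLOBINClear with RZr, from 0.921 to 0.930 for RZr with GZr and from 0.927 to 0.935 for GLOBINClear with GZr. The replicates of one kit correlated at 0.998 in GLOBINClear, 0.995 in RZr and 0.996 in GZr, so each difference between kits was larger than that between replicates. These values are across genes, which are not independent replicates, and no test was made.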

In terms of data correlation between the kits at the gene level, GLOBINClear and GZr were highly correlated with the RZr, r > 0.97 and r > 0.93, respectively (Fig. 6c). Also, at the transcript level, a relatively high correlation (r > 0.90) was observed between GLOBINClear and GZr. In contrast, the RZr showed a moderate correlation to both GLOBINClear (r > 0.86) and GZr (r > 0.85, Fig. 6d).

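Across 85995 transcripts, Pearson's r of log2(FPKM + 1) ranged from 0.898 to 0.910 for GLOBINClear with GZr, with a mean of 0.870 and a lowest value of 0.861 for GLOBINClear with RZr, and from 0.846 to 0.859 for RZr with GZr, over 4 library pairs each. The replicates correlated at 0.989 in GLOBINClear, 0.983 in RZr and 0.978 in GZr. On average, GLOBINClear correlated with GZr by 0.0339 more than with RZr, the reverse of the order across genes. This order of the means held in every alternative run, in which the difference lay between 0.0252 and 0.0525, the latter with Spearman's rho.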

**Fig. 6:**
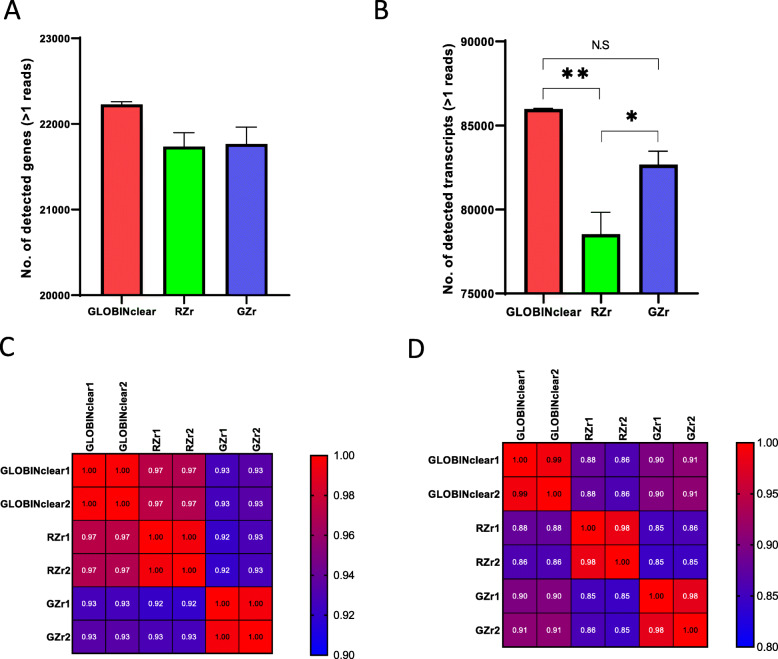
Comparison of detected genes and transcript and correlation among the tested kits. **a** The total number of detected genes, **b** The total number of detected transcripts, **c** Correlation values between samples using the total number of detected genes, **d** Correlation values between samples using the total number of detected transcripts. Data are means of triplicate samples from each kit ± SD. *; *p* < 0.05, **; *p* < 0.01. Pearson r values were used in each comparison. RZr, Ribo-Zero Plus rRNA Depletion Kit; GZr, Globin-Zero Gold rRNA Removal Kit; N. S, not significant

## Discussion

Stranded mRNA-Seq was used to assess four globin gene depletion kits to allow a sensitive assessment of the detection of transcripts. Globin gene depletion from whole-blood derived RNA does reduce both the amount and quality of RNA [8] but is an essential procedure for global RNA-Seq analysis. In this study, we directly compared the performances of both probe hybridization and RNAse-H enzymatic depletion methods using four commercially available kits using mRNA Seq. Overall, the probe hybridization method showed a better performance with an increased total number of genes and transcripts detected without 3′ region bias seen with the enzymatic depletion methods.

Depletion approaches reduce RNA and also impart some degree of degradation, thus starting with higher purity and quantities of RNA ensures performance in downstream assays [8]. Adding a second DNaseI treatment step after RNA extraction from PAXgene Blood RNA Tubes enabled the generation of improved quality sequencing data, and the efficiency of depletion revealed removal of > 99% of globin genes in three of the four kits. While residual rRNA contamination was found in all tested samples ranging from 0.2–2% level of the total mapped reads, high-quality sequencing data mapping to the reference genome at > 96% of the total reads was generated, significantly better than previously reported (14–86%) [10, 12].

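Over the 18 libraries of both datasets, the share of counts on the 5 rRNA genes ranged from 0.000196% to 0.662%. It was at or above 0.2% in 5 libraries, all of them GLOBINClear, and below it in the other 13, of which the highest held 0.0322%.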

Among the Globin gene and rRNA removal kits, the probe hybridization method, GZr showed the lowest recovery yields likely related to the multiple cleanup steps required to remove the rRNA and globin genes. The RNase H-based RNA depletion, RZr, method was faster with higher recovery yields, and more streamlined processing than the probe hybridization method, with all enzymatic reactions carried out in a single tube. However, the combined RNase H and DNAseI enzyme activity did affect RNA quality and subsequently generated 3′ biased sequencing data, particularly in the longer transcripts. Overall, we observed that the RNase H-based RNA depletion method generated significantly fewer junction reads and a reduced number of total transcripts than the probe hybridization method. Therefore, due to the partial degradation of mRNA during the depletion step, RNase H-based RNA depletion may be a more appropriate method for the total RNA sequencing, which does not require poly-A+ selection.

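The number of transcripts with more than 1 read was compared within each of the 6 RNA samples, since each was depleted once by probe hybridization and once by enzymatic depletion. GLOBINClear detected more transcripts than NEBgr in 3 of 3 RNA samples, by 6994, 2938 and 3521. GZr detected fewer than RZr in 3 of 3, by 8636, 4510 and 11887. Over all 6, the mean difference of probe minus enzymatic depletion was -1930 transcripts (exact sign-flip permutation test, p = 0.5625; the smallest possible is 0.03125). The mean depends on the pairs included: with each pair left out in turn it ranged from -3715 (without replicate 1 of GLOBINClear and NEBgr) to 61.4 (without replicate 3 of RZr and GZr). The difference between the pairs of kits was 12829 transcripts (exact permutation test, p = 0.1, the smallest that 3 RNA samples against 3 allow). In the RNA pool, RZr detected fewer transcripts than both probe kits.

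**Figure D1:**
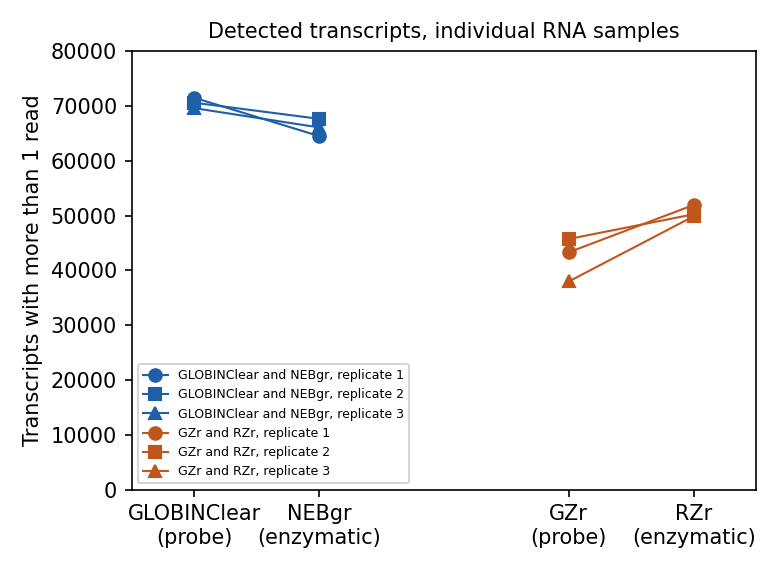
Number of transcripts with more than 1 read (vertical axis) in each library of the individual RNA samples, by kit (horizontal axis). Each line joins the libraries of 1 RNA sample, and colours mark the pairs of kits. The lines fall from GLOBINClear to NEBgr and rise from GZr to RZr, and the lowest point, GZr replicate 3, lies at 37973.

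From the partial degradation of mRNA in the depletion step, the paper proposes that enzymatic depletion may be a more appropriate method for total RNA sequencing.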

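Averaged over the library pairs of the pool, r across genes was 0.931 for GLOBINClear with GZr and 0.973 for GLOBINClear with RZr, a difference of 0.0417. It moved most with Spearman's rho, to 0.0308, the lowest value of any alternative run, and was highest at 0.0504 with all 6 libraries required to detect a gene. Counts rounded to whole numbers were also compared gene by gene over 18923 genes, with all 6 libraries in 1 fit of edgeR. Of these genes, 10649 had an adjusted p under 0.05 between GZr and GLOBINClear (4900 higher and 5749 lower in GZr), and 7506 between RZr and GLOBINClear (2878 higher and 4628 lower in RZr). With a fold change over 2 required as well, 4121 genes passed for GZr, of which 488 were higher and 3633 lower, and 1811 for RZr, of which 401 were higher and 1410 lower. Because the libraries are technical replicates of 1 pool, these numbers describe differences in preparation between the kits.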

Between the probe hybridization depletion method kits, GZr showed a reduced correlation than RZr when compared to GLOBINClear at the gene level. We assume that the total input of the depleted RNA for mRNA-seq library construction affects detecting the expression level of the lower copy of genes and transcripts between two kits; this may be the main cause of reduced correlation at the gene level between two kits as GZr tends to lose RNA during cleanup of the hybridized streptavidin beads. Also, GZr depletes both globin genes and rRNAs, including mitochondrial rRNA, therefore retains fewer amounts of depleted RNAs than GlobinClear that only depletes globin genes. Subsequently, poly-A selection is required at the beginning of the mRNA-Seq library construction procedure, which is a double negative selection of rRNA in the GZr group. However, as a result, GZr showed the best performance of the depletion of both rRNA and Globin genes from the total mapped reads. 

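GZr and RZr can be compared directly in the RNA pool. HBB had 429 counts on average in GZr and 709.5 in RZr, a log2 fold change of 1.17 in RZr compared with GZr (standard error 0.38, adjusted p = 0.0212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference rests on RZr replicate 2, which held 0.00223% HBB (95% CI 0.00210 to 0.00237). RZr replicate 1 held 0.000706% (95% CI 0.000638 to 0.000782), between the GZr libraries with 0.000686% (95% CI 0.000619 to 0.000760) and 0.000821% (95% CI 0.000752 to 0.000897). The call also depends on the tool, since DESeq2 gave an adjusted p of 0.0948, and over all 8 alternatives it ranged from 0.00455 to 0.0948. HBA2 went the other way, with 17239 counts in GZr and 1430 in RZr, a log2 fold change of -3.14 (standard error 0.37, adjusted p = 2.56e-05 from edgeR's test). RZr replicate 1 held 0.00148% HBA2 (95% CI 0.00138 to 0.00159) and replicate 2 held 0.00443% (95% CI 0.00424 to 0.00462), both below the lower GZr library with 0.0258% (95% CI 0.0253 to 0.0262). In the individual RNA samples that both kits were used on, the log2 fold change of HBB in RZr compared with GZr was -6.14 (adjusted p = 0.0612 from edgeR's test), opposite to that in the pool. It depends on GZr replicate 3, without which it was -1.01, and over its alternatives the adjusted p of edgeR's test ranged from 0.0340 without a filter to 0.337 with the RNA sample as a block, where the log2 fold change was -2.35. For MT-RNR2 in the pool the log2 fold change was -3.91 (standard error 0.09, adjusted p = 1.01e-10 from edgeR's test), lower in RZr.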

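In the individual RNA samples, 19732 ± 110 genes (SD, n = 3) had more than 1 read in GLOBINClear and 19815 ± 138 (SD, n = 3) in NEBgr, which was used on the same RNA samples. GLOBINClear detected 201 genes more than NEBgr in replicate 1, and NEBgr 216 and 236 more in replicates 2 and 3. The sign of the mean difference of -83.7 depends on the setting: with more than 0 reads it was 86.3, and with all libraries thinned to the same total 78 genes. RZr and GZr, used on the other RNA samples, detected 18306 ± 200 and 15623 ± 787 genes (SD, n = 3). Transcripts with more than 1 read numbered 70546 ± 949 in GLOBINClear, 66062 ± 1572 in NEBgr, 50672 ± 1102 in RZr and 42328 ± 3962 in GZr (SD, n = 3). The numbers of the 2 pairs of kits cannot be compared without regard to the volunteers.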

The GLOBINClear has a lower price and yielded more detected genes and transcripts than other kits. Thus, the probe hybridization depletion is an appropriate method for the mRNA sequencing that is both reliable for quantification and accurate for mature coding transcripts.

## Conclusions

In this study, we showed 1 μg of high-quality RNA from whole blood collected in PAXgene Blood RNA tubes may be routinely used for transcriptional profiling analysis studies. In addition, we have demonstrated that the probe hybridization depletion method is more suited to mRNA sequencing analysis with minimal effect on RNA quality during depletion procedures from whole blood-derived RNA. Therefore, our results should help biobanking efforts that allow us to do more affordable mRNA sequencing with high resolution of transcriptome profile study of whole blood.

## Methods

### Total RNA extraction from whole blood

Peripheral whole blood samples from six volunteers were collected in PAXgene Blood RNA tubes (PreAnalytiX GmbH, BD Biosciences, Mississauga, ON, Canada) following institutionally approved IRBs. Total RNA was extracted from four aliquots using a PAXgene Blood RNA Kit with DNaseI treatment (Qiagen, Chatsworth, CA, USA) according to the manufacturer’s protocol. The extracted RNA was cleaned with DNAseI using Zymo RNA Clean and Concentrator Kit (Zymo Research, CA, USA), and yield and quality of the purified RNAs were evaluated using a Qubit (Thermo Fisher Scientific, MA, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. Those RNAs with RIN values > 7.5 proceeded to the globin mRNA and rRNA removal step from total RNA. Figure 1 outlines the major steps of this study.

### Globin gene depletion

A total of 1 μg of each RNA sample was further processed with a GLOBINClear Kit (Thermo Fisher Scientific, MA, USA) to remove globin mRNA. Briefly, to remove globin mRNA using this kit, a total of 1 μg of RNA was mixed with a biotinylated capture oligo mix and incubated for 15 min to hybridize with the globin mRNA. Washed streptavidin magnetic beads were added and incubated for 30 min, then the beads were pulled to the bottom of the plate on a magnet plate, and globin-depleted mRNA was transferred to a new tube. Another 1 μg of total RNA was used for both globin mRNA and rRNA (cytoplasmic and mitochondrial) depletion using NEBNext® Globin & rRNA Depletion Kit (NEBgr) (NEB, MA, USA), Ribo-Zero Plus rRNA Depletion Kit (RZr) (Illumina, CA, USA), or Globin-Zero Gold rRNA Removal Kit (GZr) (Illumina, CA, USA), according to the manufacturer’s protocols with some modifications. For GZr, total RNA was mixed with biotinylated oligonucleotides mixture, and the streptavidin magnetic beads were added and incubated for binding to the hybridized mixture. The streptavidin magnetic beads were pulled down to the bottom of the plate on a magnet plate, and the depleted RNA was transferred to the new plate for the next RNA cleanup step. The NEBgr and RZr employ enzymatic depletion to remove globin mRNA and rRNA, and both kits have a similar procedure. Briefly, total RNA was hybridized with single-strand DNA probes, and RNase H digestion was performed. To remove the excessive single-strand DNA probes, DNaseI treatment was carried out after RNAase H digestion. All depleted RNAs were mixed with 1.8 times amounts of Ampure RNA Clean XP beads (Beckman Coulter, IN, USA) for the enrichment and eluted with 50 μl of water. Then, 1 μl of each RNA was assessed with an Agilent 2100 Bioanalyzer using an RNA 6000 Pico Chip to verify the depletion of globin mRNA and rRNA. The RNA was stored at − 80 °C before being analyzed.

### mRNA-Seq library construction and data analysis

The TrueSeq Stranded mRNA-Seq Kit (Illumina, CA, USA) with poly-A+ selection was used to generate the mRNA-Seq library from depleted RNA samples using four different kits, according to the manufacturer’s protocol. Constructed libraries were quantified by BioAnalizer 2100 system using the D1000 kit (Agilent) and Qubit dsDNA BR Assay kits (Thermo Fisher Scientific). All libraries were pooled (12 samples, first set; 6 samples, second set) and sequenced 101 bp paired-end reads on Illumina HiSeq 4000. Approximately 30 to 60 million (M) pairs of total reads were generated from each library. FASTQ files were uploaded into Partek Flow software (Partek Inc., MO, USA), and primary QC was performed. The STAR (2.6.1d) aligner was used to align reads to the human reference genome (hg38). After alignment, the final BAM files were quantified using Partek E/M algorithm [13] by Ensembl annotations (Ensembl Transcripts release 92) and then normalized to FPKM (fragments per kilobase of transcript per million mapped reads) values. Also, the BAM files were used for globin gene and rRNA quantification, calculated using the percentage of the total mapped reads using Partek E/M algorithm. For sample correlation analysis, normalized expression values (log_2_-transformed FPKM + 1) were used. Sequence mapping to the genome and the transcriptome was visualized in Integrative Genomics Viewer (IGV, Broad Institute). The one-way ANOVA test was used for all statistical analyses (GraphPad Prism 8.0, GraphPad Software), and *p*-value < 0.05 was considered as statistically significant. Pearson *r* value was used for correlation analysis of mRNA-Seq data from each kit.

## Data Availability

The sequencing datasets analyzed during the current study were deposited in the GEO repository (GSE150587, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150587).

## Abbreviations

mRNA-Seq: mRNA sequencing
GLOBINClear: GLOBINClear Kit
NEBgr: NEBNext® Globin & rRNA Depletion Kit
RZr: Ribo-Zero Plus rRNA Depletion Kit
GZr: Globin-Zero Gold rRNA Removal Kit
rRNA: Ribosomal RNA
FPKM: Fragments per kilobase of transcript per million mapped reads

How the deposited data were processed for this re-analysis (not part of the article)

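Whole-blood RNA of 6 volunteers was depleted of globin mRNA with 4 kits and sequenced as stranded mRNA-Seq with poly-A+ selection. The first dataset has 12 libraries, 3 per kit, and the second has 6 libraries of 1 RNA pool, 2 each for GLOBINClear, RZr and GZr. Libraries are named by kit and replicate.

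The authors aligned the reads with STAR 2.6.1d to hg38, quantified them with the Partek E/M algorithm against Ensembl release 92, and deposited expected counts per gene and per transcript, which are estimates that need not be whole and are not normalized. The algorithm divides reads that fit several transcripts, which makes the values of overlapping genes, readthrough genes, paralogs and pseudogenes uncertain. The smallest total over the libraries of a table was 10 in each table, a filter that the methods do not name. The tables hold 22409 genes and 88086 transcripts for the individual RNA samples, and 22758 genes and 87859 transcripts for the pool. FPKM, shares of mapped reads, junction reads and coverage along the genes were computed by the authors from their alignments, which were not used here.

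From the expected counts, shares of globin and rRNA genes were computed as percentages of the total count on genes, with 95% Wilson intervals for single libraries. The libraries held between 18330115 and 59910003 counts on genes, so that 3 counts, the limit taken for a gene with 0 counts, correspond to between 5.01e-06% and 1.64e-05% of a library. FPKM was recomputed with the exon lengths of GENCODE release 44, which like the tables uses hg38 (GRCh38); 98.9% and 98.8% of the genes and 97.8% and 97.9% of the transcripts of the 2 datasets had a length, and 100% of matched genes, to 3 digits, overlapped in coordinates. A gene or transcript was detected with more than 1 read, as in Fig. 6. Correlations are Pearson's r of log2(FPKM + 1).

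Gene by gene, counts rounded to whole numbers were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. NEBgr was compared with GLOBINClear and RZr with GZr in the individual RNA samples, each in a fit of its own 6 libraries, and the 3 kits of the pool in 1 fit. These main fits ignore the pairing by RNA sample, which entered only as an alternative. DESeq2 1.42.0 was the alternative. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest. The test was first run on simulated counts with the means, dispersions and library sizes of the real libraries and 200 genes changed by known amounts. It recovered 67.5% of the 194 changed genes that passed the filter among 15657 genes at the size of the first dataset, with 12 false calls, and 81.2% of 192 among 18458 genes at the size of the pool, with 14 false calls. The simulated libraries were independent, and few genes were changed. The simulation does not show how the test performs on libraries paired by RNA sample. Nor does it cover as many differing genes as were called in the pool. The rank correlation with length was tested on simulated data too, and had a median of 0.00190 with no trend built in and -0.839 with a trend.

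Single values were compared with two-sided exact permutation tests. In the individual RNA samples, values of probe and enzymatic depletion were compared within each RNA sample by an exact sign-flip test. Replicate numbers of GLOBINClear and NEBgr, and of RZr and GZr, mark one RNA sample by the sample names of Table 1 and the labels. Deviations from the kit means correlated between such libraries at 0.819, 0.748 and 0.809 for GLOBINClear and NEBgr and at 0.472, 0.451 and 0.535 for RZr and GZr. No 2 replicates were alike within sampling noise: the lowest chi-square per degree of freedom was 3.04, between the GLOBINClear libraries of the pool.

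The comparisons, their tests and main settings, the rule for the genes to name and the alternatives were set before the data were examined. The genes named were ATM, the globin genes, MT-RNR1 and MT-RNR2, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between the kits' libraries in CPM. Alternatives were other denominators and gene lists for the shares, other limits of detection and thinning to equal totals, other pseudocounts, filters and Spearman's rho for the correlations, other filters, scaling and tools for the gene comparisons, the replicate number as a block, and each library left out in turn. In the gene comparisons of the pool only libraries of the kit not compared were left out, since otherwise a kit would be left with 1 library. Cytoplasmic 18S and 28S rRNA was not analysed here.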

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

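The tests of depth and of the lowest quintile of GC content in this part were chosen only after the result was seen; the other tests of GC content and length were not.

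The number of detected transcripts moved in opposite directions in the 2 pairs of kits. Probe hybridization exceeded enzymatic depletion by 4484 transcripts on average between GLOBINClear and NEBgr, in 3 of 3 RNA samples, and had a mean difference of -8344 between GZr and RZr, in 3 of 3. The sizes depend on the limit of detection. GLOBINClear minus NEBgr was 1660 with more than 0 reads, and GZr minus RZr was -3693 with at least 10 reads. The difference between the pairs gave an exact permutation p of 0.1, the smallest possible, and the pairs also differ in their volunteers. In the pool the order was the reverse, as GZr detected 74292 transcripts on average and RZr 69677.5, so the deficit of GZr was seen in the individual RNA samples only. A lower depth of GZr is argued against there: with all libraries thinned to equal totals, each GZr library still detected at least 3489 transcripts fewer than the RZr library of the same RNA sample. GC content is argued against as the whole cause. GZr detected 8.65% fewer transcripts than RZr in the lowest quintile of GC content, where a loss of GC-rich transcripts alone would leave no deficit, and the deficit then rose over the quintiles from 9.69% through 16.5% and 22.2% to 27.4%. A part played by GC content stays open. The test first set for it compared the middle quintile (16.5%) with all transcripts (16.6%) and by its own rule would have counted against GC content, but it decides nothing, since the middle of a steady trend lies near the average. Loss of RNA during the cleanup of GZr, which the paper proposes for the correlation of that kit, was not tested on the number of transcripts.

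The share of counts on 90 ribosomal protein genes also moved in opposite directions. It was higher in NEBgr than in GLOBINClear by 0.398 percentage points on average, in 3 of 3 RNA samples, while RZr minus GZr was -1.54, in 3 of 3. Whether the pairs differ was not tested beyond these signs. A trend with GC content and length is a candidate explanation for the RZr and GZr pairs: in the pool, the median log2 ratio of RZr to GZr of 89 of these genes was -0.33, and -0.081 after the trend over all genes was removed. For NEBgr and GLOBINClear no such test was made. No biological explanation was tested.

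Histone genes (40 in the tables of the individual RNA samples) showed the same signs, with 0.00145 percentage points for NEBgr minus GLOBINClear and -0.0105 for RZr minus GZr, each in 3 of 3 RNA samples, and again the difference itself was not tested. For RZr and GZr, a trend with GC content and length is argued against as the cause, for the 29 genes that could be tested. In the pool the trend over all genes would raise these genes in RZr, by a median log2 ratio of 0.23, while their median was -0.37, with 23 of 29 genes lower in RZr. When the trend was removed it became -0.62, with 25 of 29 lower. These 29 genes, 61.7% of the 47 histone genes of the pool, had enough counts to enter and hold 81.5% of the counts on all 47. The test required 80% of the members. Only after the value was seen was this taken to mean members with a GC content, which are 93.6%. Taken to mean members used, the requirement was missed and the test would be void. For NEBgr and GLOBINClear no such test was made. Histone genes also form families of near-identical copies, among which the expected counts are uncertain, and this stays open. No biological explanation was tested.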

How the results depend on the processing

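No alternative was added after the results were seen, and no test in this part was chosen after the result was seen. Among the alternatives to values that answer a comparison, 235 kept the direction and side of the threshold, or stayed within the spread between replicates or 1.5 times of a count, 31 moved further, 1 passed the threshold and 2 reversed. The 235 include the block for shares and numbers detected in the pool, and every gene and transcript with a length for the correlations, which could not move a value. The exact tests of the pool cannot go below 0.0667, so their other gene lists, denominators and limits could leave the 235 only by reversing. Among these is the globin excess of GLOBINClear, which fell from 0.302 to 0.145 percentage points with HBA1, HBA2 and HBB only. The blocks for shares of the individual RNA samples were counted by size, not by p. Among those to other values, such as single kits and single genes, 487 stayed, 57 moved, 23 lost a call, 7 gained one and 2 reversed. Using every gene and transcript with a length in place of those detected says nothing about the correlations, because each already had more than 1 read in some library of the pool.

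The number of genes called was the result that moved most. Between NEBgr and GLOBINClear, 72 genes were called, 684 with DESeq2 (245 higher and 439 lower in NEBgr) and 5705 with the RNA sample as a block, which include all 72. In the 6 fits that each left out 1 library, from 6 (without GLOBINClear replicate 2) to 12 genes were called, with fewer libraries by construction and without the block. Between RZr and GZr in the individual RNA samples, 2725 genes were called, and 5178 with the block, of which 2642 were among the 2725; the 6 fits that left out 1 library called from 1410 (without RZr replicate 1) to 3465 (without GZr replicate 3). In the pool, requiring a fold change over 2 lowered the numbers from 7506 to 1811 genes for RZr against GLOBINClear, from 10649 to 4121 for GZr against GLOBINClear and from 11132 to 5153 for RZr against GZr, by construction. The direction moved with it, as 22.1%, 11.8% and 66.0% of these calls were higher, against 38.3%, 46.0% and 50.8% without that requirement. For the other differences between tools the cause was not tested. The share of calls that were higher moved by under 10 percentage points with DESeq2's size factors in all 5 comparisons.

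The replicate numbers of the pool mark no shared sample (deviations of libraries with one number correlated at -0.167, 0.0906 and -0.215), and as a block they gave 6556, 9938 and 10464 calls, within 1.5 times of the unblocked numbers. For the shares and the numbers detected in the pool the block says nothing, since each kit has 1 library of each number and a difference between kit means cannot change. In the individual RNA samples, the paired differences were 6.06 percentage points of globin (NEBgr minus GLOBINClear) and 0.502 of rRNA (GLOBINClear minus NEBgr), each with an exact sign-flip p of 0.25, the smallest that 3 pairs allow. Detected genes and transcripts, whose main test is paired, had exact permutation p-values of 0.171 and 0.762 without the block, for mean differences of -1383 and -1930. Without the block, the exact permutation p-values of the shares were 0.00455 for globin (NEBgr against the other libraries) and 6.49e-05 for rRNA (F statistic over the kits). Since 3 pairs cannot go below 0.25, the block cannot show whether these calls hold. Apart from these shares, the counts above and the single genes ATM and HBB, the block changed no call.

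Probe minus enzymatic depletion in detected transcripts reversed from -1930 to 61.4 without replicate 3 of RZr or of GZr, and ranged from -3715 to 61.4 over the libraries left out; the mean over 6 pairs of opposite sign has no stable direction. For detected genes, GLOBINClear minus NEBgr reversed from -83.7 to 86.3 with more than 0 reads and to 78 at equal totals. Equal totals remove the higher depth of NEBgr in replicates 2 and 3. In replicate 1 GLOBINClear was the deeper library, with 23569574 counts against 22596426, and the difference fell from 201 to 42 genes. For the limit of more than 0 reads the cause was not tested.

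The excess of r of GLOBINClear with RZr over that with GZr across genes moved from 0.0417 to 0.0327 with log2(CPM + 1), 0.0329 with a pseudocount of 0.1, 0.0504 with all 6 libraries detecting a gene and 0.0308 with Spearman's rho. Across transcripts the opposite difference moved from 0.0339 to 0.0525 with Spearman's rho. The share of the squared difference in the lowest 2 quintiles of expression moved from 2.82% to 5.13% with log2(CPM + 1) and to 3.02% with quintiles set by GLOBINClear. The rank correlation with length passed 0.05 with a mean of at least 100 counts (median -0.242 against -0.198, exact sign-flip p = 0.03125, the smallest possible). The causes were not tested. In the pool, the excess of GLOBINClear in globin ranged from 0.296 to 0.309 percentage points and in rRNA from 0.658 to 0.660 over the libraries left out, small moves that exceed only the small spread of 2 technical replicates.

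Over 45 results for single named genes, 392 of 422 alternatives left the call as it was, 23 lost it, 7 gained it and 0 changed sign. Depth limits the rRNA share of RZr most, which in the individual RNA samples rests on 50 to 79 counts per library, and 2 libraries per kit keep every exact test of the pool above 0.05.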

Differences from the paper's values

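No test in this part was chosen after the result was seen.

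The rRNA shares are lower here than in the paper for every kit. They cover 5 rRNA genes as a percentage of the counts on genes, without cytoplasmic 18S and 28S rRNA, whereas the paper gives rRNA as a percentage of all mapped reads, so the measures are not the same. In the individual RNA samples they were 0.529% in GLOBINClear, 0.0271% in NEBgr, 0.000247% in RZr and 0.00661% in GZr, against the paper's values of about 0.88%, about 0.26%, about 0.27% and about 0.48% in Fig. 3b, read by eye. In the pool they were 0.661% in GLOBINClear, 0.000296% in RZr and 0.00473% in GZr, against the paper's about 1.9%, about 0.41% and about 0.25% in Fig. 5b, read by eye. None of the alternatives set before the data were examined closed any of these gaps: mitochondrial rRNA genes only, rRNA-like genes included, and the mapped reads of the paper's tables as the denominator.

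Globin in the pool was 0.0119% in RZr and 0.0407% in GZr, against the paper's about 0.02% and about 0.005% in Fig. 5a, read by eye. With HBA1, HBA2 and HBB only, with mapped reads as the denominator or with transcript counts summed, neither gap closed; all of these alternatives were set before the data were examined.

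The lowest r across genes between RZr and GZr was 0.921, against the paper's stated bound of 0.93. With log2(CPM + 1), an alternative set before the data were examined, the lowest r was 0.941, above the paper's bound. It stayed under the bound with every other alternative, the nearest being a pseudocount of 0.1 with 0.924.

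The paper ranks GZr first in the depletion of both rRNA and globin, while RZr had the lower share of globin and of the 5 rRNA genes here, in the pool (0.0119% against 0.0407% globin) and in the individual RNA samples (0.0136% against 0.242%). The exact permutation p between RZr and GZr in the individual RNA samples was 0.1 for either share, the smallest possible. The share of the 5 rRNA genes was under 0.2% in 13 of 18 libraries, which is not the rRNA of all mapped reads for which the paper gives a range. The paper reports fewer transcripts with enzymatic depletion and more genes and transcripts with GLOBINClear than with the other kits; in the individual RNA samples RZr exceeded GZr in genes and in transcripts in 3 of 3 RNA samples, and NEBgr exceeded GLOBINClear in genes in 2 of 3. At equal totals GLOBINClear exceeded NEBgr in genes in 3 of 3, by 42, 152 and 40, and in transcripts it did so in 3 of 3 with and without equal totals. In the pool, with more than 1 read, GLOBINClear detected the most genes and transcripts and RZr the fewest, the order the paper gives. The paper reports significance by ANOVA for the rRNA and the transcripts of the pool, where an exact test of 2 libraries per kit stops at 0.0667. With more than 0 reads as the limit, 22262, 21804 and 21810.5 genes and 87026, 82837 and 85355.5 transcripts were detected in GLOBINClear, RZr and GZr, nearer to the paper's genes (22228, 21736 and 21766) and transcripts (85979, 78526 and 82669) than with more than 1 read.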

Other observations

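The tests of the splits of libraries, of independent loss, of length with GC content held and of RNase H, and the test of genes in the lowest quintile of GC content, were chosen only after the result was seen.

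GZr detected fewer genes than RZr in each of the 3 RNA samples both were used on, by 2882, 1852 and 3315 genes. The size depends on the limit of detection, as the mean of GZr minus RZr was -2683 genes, and -1183 with at least 10 reads. In the pool this deficit was not seen: GZr detected 21290 genes on average and RZr 21123.5, with overlapping libraries, and 21070 and 21000.5 at equal totals, although the log ratio of GZr to RZr falls with GC content in the pool as well. The pool libraries also have higher totals, and the datasets were not thinned to one total. Depth and dominant genes are argued against: at equal totals the smallest deficit was 1691 genes, and removing the 100 genes of highest mean count shrank the mean difference by only 0.900%. GC content is argued against as the whole cause, since GZr detected 9.02% fewer genes than RZr even in the lowest quintile of GC content, against 19.8% in the highest. A partial role stays open. Among 3407 genes with a mean of 20 to 100 counts in RZr, those at 0 in a GZr library had a median GC content higher by 5.55, 5.67 and 2.48 percentage points than those not at 0. A difference of 5 points in every library had been set in advance, and by that rule the library that missed it would have counted against GC content. Since the other 2 met it, which was weighed only after the values were seen, the test leaves the question open. Independent loss of genes in each GZr library is argued against. There were 200 genes at 0 in all 3 GZr libraries, where independent loss gives 51.1, or 79.6 with the rates of loss taken within 10 levels of expression. In the separate libraries of the pool, 198 of these genes had a median log2 ratio of GZr to RZr of -1.64 and the others 0.42, while 10000 random lists matched on expression had medians from 0.042 to 0.62. Removal of particular genes by the kit stays open, because the ratio of 200 to 51.1 genes, 3.91, did not exceed the 5 required in advance, although the requirement on the pool was met. Whether GC content or overlap with other genes accounts for the loss of these genes was not tested.

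The log ratio of GZr to the other kits falls with GC content. Across quintiles of GC content from the lowest to the highest, the median log2 ratio of GZr to RZr went from 0.46 to -0.61 in the individual RNA samples and from 0.57 to -0.45 in the pool, and that of GZr to GLOBINClear in the pool from 0.60 to -0.48. RZr to GLOBINClear stayed between -0.084 and 0.020. These medians do not show that its rank correlation with GC content had opposite signs, -0.113 in replicate 1 and 0.168 in replicate 2. The paper does not report the trend of GZr with GC content. Removing the trend on GC content and length raised the mean r of GZr with GLOBINClear across genes from 0.931 to 0.941, still lower by over 0.01 than the 0.973 of RZr with GLOBINClear, which argues against it as the whole cause of the lower r.

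The paper proposes that genes of low copy number lower the correlation of GZr with GLOBINClear. The lowest 2 quintiles of expression held 2.82% of the summed squared difference on the log2(FPKM + 1) scale and the highest quintile 50.9%. The added 1 compresses differences between low genes, so part of this follows from the scale. The split was similar for RZr with GLOBINClear, with 0.458% and 4.73% in the lowest 2 quintiles and 48.0% in the highest, so it does not single out GZr. On this scale, noise of genes with few reads is argued against as the cause of the lower r. The log2 ratio of GZr to GLOBINClear correlated at 0.961 across genes between 2 separate library pairs. Since the scale gives genes with few reads little weight, this does not show whether their own values are noisy, and the paper's proposal stays open for them.

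Longer genes had lower counts in NEBgr than in GLOBINClear, with rank correlations of -0.400, -0.459 and -0.367 between log ratio and transcript length in the 3 RNA samples, across genes, which are not independent replicates. For RZr against GZr they were -0.0297, 0.00125 and -0.00688, and over all 6 RNA samples the median was -0.198 (exact sign-flip permutation test, p = 0.0625). This median lies between the 2 pairs of kits, and became -0.0297 without any 1 library of GLOBINClear or NEBgr and -0.367 without any 1 of RZr or GZr. GC content is argued against, for the NEBgr pairs, as their mean was -0.401 with GC content held. For RZr against GZr the values then became 0.0772, 0.0970 and 0.0761, and the median over all 6 RNA samples -0.151 (exact sign-flip permutation test, p = 0.25). RNase H digestion stays open. As a cause shared by both enzymatic kits it would lower long genes in RZr against GZr, where the median of -0.00688 in the individual RNA samples shows no such fall, but the pool gave -0.0128 and -0.116, and the pool was weighed only after these values were seen. In the pool, RZr against GLOBINClear gave -0.191 and -0.373, but GZr against GLOBINClear, without RNase H, gave -0.0958 and -0.0885, so close to the limit of -0.1 that the margin is smaller than the difference between replicates.

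Counts on the 13 mitochondrial mRNAs made up 0.158% ± 0.0581 (SD, n = 3) of GZr in the individual RNA samples and 0.159% ± 0.00258 (SD, n = 2) in the pool, against 0.851% ± 0.139 in RZr, 1.54% ± 0.386 in GLOBINClear and 1.64% ± 0.302 in NEBgr (SD, n = 3). In the pool 13 of 13 genes were lower in GZr than in GLOBINClear, with a median log2 ratio of -5.53. A trend with GC content and length is argued against, as the median was -5.95 after its removal. Capture together with mitochondrial rRNA is a hypothesis that was not tested. Over the 6 RNA samples, enzymatic depletion had higher shares than probe hybridization of mitochondrial mRNA (by 0.395 percentage points), of 8 erythroid genes (by 0.0572) and of 5 small RNAs without poly-A tails (by 0.0387), each in 6 of 6 RNA samples. The exact sign-flip p was 0.03125 for each, the smallest possible, and 0.0521 after Benjamini-Hochberg adjustment over the 5 classes tested, so none passes 0.05. The pool did not follow throughout. There, the small RNAs made up 0.0413% ± 0.0157 in RZr, lower than the 0.0552% ± 0.00262 in GZr and higher than the 0.0124% ± 0.00152 in GLOBINClear (SD, n = 2 each). Mitochondrial mRNA made up 1.09% ± 0.0318 in RZr and 1.66% ± 0.00984 in GLOBINClear, so that RZr exceeded GZr but not GLOBINClear, while erythroid genes were higher in RZr (0.215% ± 0.000260) than in GZr (0.179% ± 0.00738) and GLOBINClear (0.113% ± 0.000554). For ribosomal protein and histone genes the mean differences were -0.572 and -0.00452 percentage points (exact sign-flip p = 0.25 for each, before and after adjustment), with opposite signs in the 2 pairs of kits. Without replicate 3 of RZr or GZr, the difference of ribosomal protein genes was -0.312.

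Gene by gene, 72 of 15956 genes had an adjusted p under 0.05 between NEBgr and GLOBINClear (14 higher and 58 lower in NEBgr), and with the RNA sample as a block 5705 (2696 higher and 3009 lower), so the excess of lower genes depends on the fit. Without the block, the spread between volunteers counts as error. The biological coefficient of variation, edgeR's measure of spread between libraries, was 0.255 without the block and 0.0633 with it. The 72 therefore does not show that few genes differ between these kits. Leaving out any 1 of the 6 libraries lowered the 72 to at most 12 and, without GLOBINClear replicate 2, to 6. Between RZr and GZr it was 2725 of 15754 (1811 higher and 914 lower in RZr), and 5178 with the block (3071 higher and 2107 lower). Leaving out 1 library lowered the 2725 to 1410 (RZr replicate 1), 1481 (RZr replicate 2), 1746 (GZr replicate 1) and 1624 (GZr replicate 2). The real split was the only 1 of 10 splits of the 6 libraries with as many calls in either comparison, a share that cannot fall below 0.1. The other 9 splits called 0 genes each. Of these, 3 part all RNA samples as the real one does but mix the kits, with from 29 to 32 genes at an unadjusted p under 0.05 for NEBgr and GLOBINClear and from 32 to 65 for RZr and GZr; the other 6 keep 2 RNA samples together and had from 613 to 2092 and from 126 to 814. The real splits had 2385 and 4714 such genes.

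Many of the largest changes by the rule for named genes were in readthrough genes, pseudogenes or genes that overlap others, for which expected counts are uncertain. In NEBgr against GLOBINClear, HBG2 (log2 -4.44), MT-RNR1 (-4.20) and MT-RNR2 (-4.17) fell most, and AC011511.4 (4.09, overlapping FDX2 and RAVER1), AL022318.4 (2.26, overlapping APOBEC3C and APOBEC3D) and PDXP (2.25) rose most. In RZr against GZr in the same RNA samples, PGLYRP1 (at least 316-fold higher, overlapping CCDC61), AP003419.1 (at least 268-fold) and CLDN9 (at least 87.2-fold) were at or under 3 counts in every GZr library, while AL139300.1 (at least 184-fold) and FP236383.2 (at least 108-fold) were at or under 3 counts in every RZr library, and GIMAP1-GIMAP5, a readthrough of GIMAP1 and GIMAP5, had a log2 fold change of -9.40. Some of these bounds rest on 1 library: without GZr replicate 1 that of FP236383.2 fell to 7.94-fold and that of AL139300.1 to 98.0-fold, and without RZr replicate 3 that of PGLYRP1 fell to 184-fold. FP236383.2 lost its call in 5 of the 6 fits without 1 library, and HBG2 in 5, AL022318.4 in 6 and PDXP in 6. In the pool, RZr exceeded GLOBINClear most in AP003419.1 (at least 705-fold), AL132780.3 (log2 7.40) and ARMCX7P (5.94), and fell most in AC104389.5 (-11.64), which overlaps HBG1 and HBG2, and in MTRNR2L12 (at least 112-fold lower) and AC104389.4 (at least 101-fold lower). GZr exceeded GLOBINClear most in AP001273.2 (log2 3.30), AC133065.3 (2.44) and the pseudogene RPL23AP2 (2.22), and fell most in AC018638.2 (at least 89.7-fold lower), AC010507.2 (-9.36) and AC138035.1 (-9.27). Against GZr, RZr rose most in AC010507.2 (9.26), AL627309.7 (8.14) and ZNF385A (7.87), and fell most in AL139300.1 (at least 107-fold lower), AC068547.1 (at least 74.3-fold lower) and HNRNPUL2-BSCL2 (-7.43).

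ATM in the pool had 5201 ± 351 counts (SD, n = 2) in GLOBINClear, 4620 ± 772 (SD, n = 2) in RZr and 8332 ± 187 (SD, n = 2) in GZr. Its log2 fold change against GLOBINClear was -0.20 in RZr (adjusted p = 0.0852) and 0.26 in GZr (adjusted p = 0.0195), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between RZr and GZr it was -0.46 (adjusted p = 0.000633 from edgeR's test). Over the 9 alternatives of each comparison, the adjusted p of edgeR or DESeq2 ranged from 0.0689 to 0.228, from 0.00401 to 0.0462 and from 8.05e-06 to 0.00274.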
